# Examining the effects of cigarette smoke on mouse lens through a multi OMIC approach

**DOI:** 10.1038/s41598-021-95013-7

**Published:** 2021-09-22

**Authors:** Shahid Y. Khan, Muhammad Ali, Yura Jang, Taekyung Ryu, Andrew J. Schwab, Brian O. Ingram, Peter H. Cable, Chan Hyun Na, James T. Handa, S. Amer Riazuddin

**Keywords:** Molecular biology, Diseases

## Abstract

Here, we report a multi OMIC (transcriptome, proteome, and metabolome) approach to investigate molecular changes in lens fiber cells (FC) of mice exposed to cigarette smoke (CS). Pregnant mice were placed in a whole-body smoke chamber and a few days later pups were born, which were exposed to CS for 5 hours/day, 5 days/week for a total of 3½ months. We examined the mice exposed to CS for CS-related cataractogenesis after completion of the CS exposure but no cataracts were observed. Lenses of CS-exposed and age-matched, untreated control mice were extracted and lens FC were subjected to multi OMIC profiling. We identified 348 genes, 130 proteins, and 14 metabolites exhibiting significant (p < 0.05) differential levels in lens FC of mice exposed to CS, corresponding to 3.6%, 4.3%, and 5.0% of the total genes, protein, and metabolites, respectively identified in this study. Our multi OMIC approach confirmed that only a small fraction of the transcriptome, the proteome, and the metabolome was perturbed in the lens FC of mice exposed to CS, which suggests that exposure of CS had a minimal effect on the mouse lens. It is worth noting that while our results confirm that CS exposure does not have a substantial impact on the molecular landscape of the mouse lens FC, we cannot rule out that CS exposure for longer durations and/or in combination with other morbidities or environmental factors would have a more robust effect and/or result in cataractogenesis.

## Introduction

Cataract is a clouding or opacity of an otherwise transparent lens of the eye. Cataracts can be classified into the following two types: congenital cataracts caused by mutations in genes essential for development of the lens and maintenance of its transparency^1–3^, and age-related cataracts, a multifactorial disorder involving genetic susceptibility loci and environmental factors i.e., cigarette smoke (CS), and ultraviolet (UV) exposure, etc.^4–6^. Age-related cataract represents a significant burden of blindness worldwide that will grow as the age expectancy and population increases globally^7^.

CS has been identified as an important risk factor for development of cataracts^8,9^; however, the molecular mechanism of this association remains elusive. CS is a complex mixture of metal ions and different compounds responsible for the generation of reactive oxygen species (ROS)^10^. Trace and heavy metals have been reported in rat lens exposed to tobacco smoke^11^. In a recent study *p*-benzoquinone induced changes are reported as a causative factor of CS-related cataractogenesis in guinea pig lens^12^.

The ocular lens consists of two, morphologically distinct, cell subpopulations: a monolayer of epithelial cells on the anterior side of the lens, and terminally differentiated fibers cells (FC) that account for the majority of lens volume^13^. Lens FC are generated throughout life by differentiation of lens epithelial cells; however, since lens FC are anuclear and organelle-free, they do not have the ability to repair, and therefore, damage to lens FC results in the opacification of an otherwise transparent lens^13^.

Here, we adopted a multi OMIC (transcriptome, proteome, and metabolome) approach to investigate molecular changes in lens FC of mice exposed to CS. We identified 348 genes, 130 proteins and 14 metabolites exhibiting significant (p < 0.05) differential levels including diminished levels of the branched-chain amino acid (BCAA)-related metabolites in lens FC of mice exposed to CS. To the best of our knowledge, this is the first report of a multi OMIC approach to investigate changes at a molecular level in lens FC of mice exposed to CS.

## Results and discussion

Here, we evaluate changes at a molecular level in lens FC of mice exposed to CS through a multi OMIC approach (Fig. 1). Pregnant mice (gestation days 18–20) were placed in a whole-body smoke chamber and 2–3 days later pups were born. A total of 32 pups (16 males and 16 females) along with four adult female mice were exposed to CS for 5 hours/day, 5 days/week for a total of 3½ months. In parallel, age-matched, four adult female mice and 32 (16 males and 16 females) pups were housed in the animal facility, hereafter referred to as untreated control (Ct) mice. We examined the mice exposed to CS for CS-related cataractogenesis after completion of the CS exposure but no cataracts were observed. The images of the lens of mice exposed to CS (Fig. 2, CS1-32) were similar to images of the lens of untreated Ct mice (Fig. 2, CS1-4). To investigate if mice exposed to CS develop cataracts over time, we examined the lens of the four adult female mice exposed to CS, 9-months post-exposure but no cataracts were observed in these mice (Fig. 2, CS33–36).

**Figure 1:**
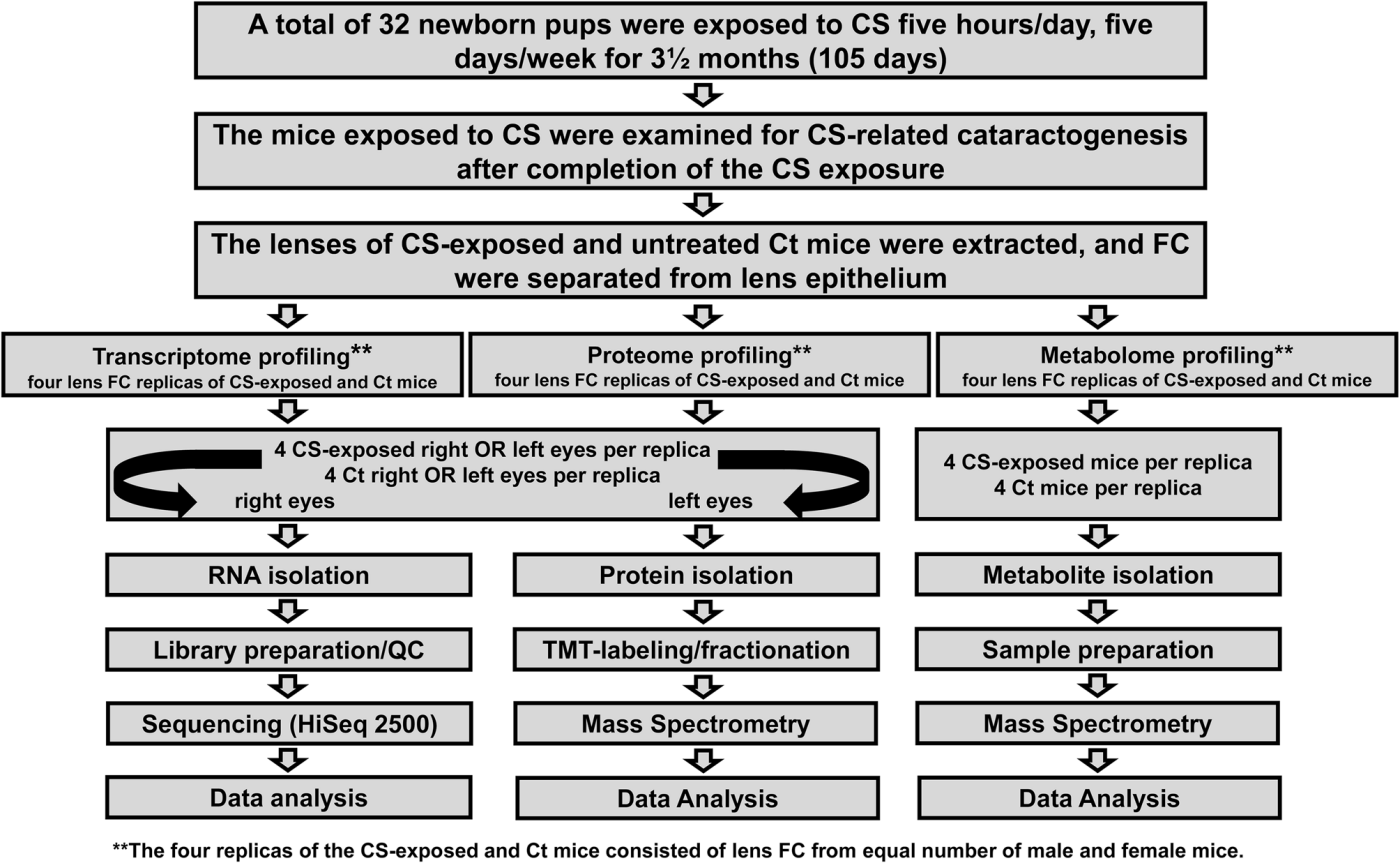
Illustration of the work flow adopted to investigate the effects of cigarette smoke (CS) on mouse lens fiber cells (FC) through a multi OMIC (transcriptome, proteome, and metabolome) approach. A total of 32 newborn mice were exposed to CS in a smoke chamber for 5 hours/day, 5 days/week for a total of 3½ months (105 days). The mice exposed to CS exposure were examined for CS-related cataractogenesis. The CS-exposed and age-matched, untreated control (Ct) mice were euthanized, lenses were extracted, lens FC were separated from the epithelium and used for next-generation RNA sequencing-based transcriptome, mass spectrometry-based proteome, and mass spectrometry-based metabolome profiling. The replicas of FC samples from both CS-exposed and untreated Ct mice consisted of lens from equal number of male and female mice.

**Figure 2:**
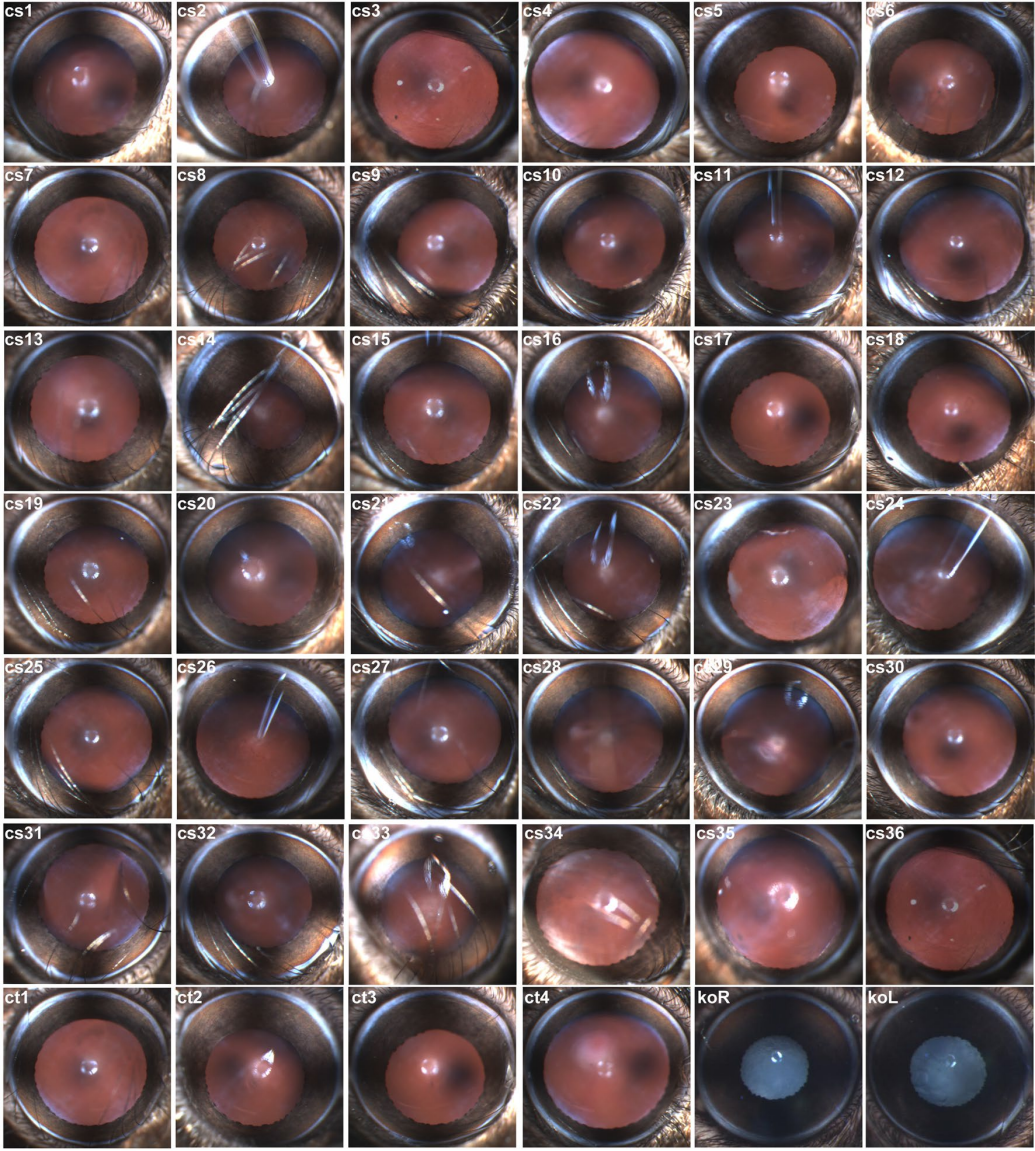
Evaluation of lens phenotype in cigarette smoke (CS)-exposed and age-matched, untreated control (Ct) mice. The 32 mice exposed to CS were examined for CS-related cataractogenesis after completion of CS exposure and age-matched untreated Ct mice but no cataracts were observed. The images of the lens of mice exposed to CS (CS1-32) were similar to images of the lens of age-matched, untreated Ct mice (Ct1-4)﻿. The four adult female mice exposed to CS were examined, 9-months post-exposure for development of cataracts but no cataracts were observed in these mice (CS33-36). The koR and koL illustrate the cataractous lens (right and left eyes, respectively) from a cataract-causing gene knockout mouse.

We performed next-generation RNA sequencing (RNA-Seq)-based transcriptome, mass spectrometry-based proteome, and mass spectrometry-based metabolome profiling of lens FC exposed to CS. The lenses were extracted from CS-exposed and untreated Ct mice and FC were separated from lens epithelium under a microscope. The extracted lens FC were maintained in distinct pools from either four right or four left eyes to serve as biological replicates. As illustrated in Fig. 1, the right eyes were used for transcriptome while the corresponding left eyes were used for proteome profiling. As 25 mg of lens FC mass is required for the metabolome analysis, each biological replicate from either CS-exposed or untreated Ct mice consisted of lens FC from both eyes of four mice.

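Lens FC of CS-exposed mice and of age-matched, untreated Ct mice were sequenced as 8 libraries, 4 of each group, and each library came from a pool of the right eyes of 4 mice. The CS-exposed mice had spent 5 hours/day and 5 days/week in the smoke chamber for 3.5 months. The authors aligned paired reads of 150 bases to the mouse genome (GRCm38), counted them on genes and converted the counts of each library to FPKM, a measure scaled to the length of the gene and to the reads of the library. The deposited values are these FPKM and not counts. Since a gene's FPKM rises in steps that are each worth 1 read, whole reads could be found for 9771 of the 9794 genes with a mean of at least 1.0 FPKM in either group (99.8%). By these steps the depth of the libraries, relative to the first library of untreated Ct mice, ranged from 0.910 to 1.17. With the lengths of annotated genes, this came to an estimated 19900000, 19800000, 23300000 and 18100000 fragments for untreated Ct mice and 21100000, 23100000, 20500000 and 21700000 for CS-exposed mice. The mean depth of the CS-exposed libraries was 1.07 times that of the untreated Ct libraries. A median of 313 reads stood behind a value of a tested gene in a library, and 82.9% of these values rested on at least 100 reads. Genes were compared on the log2(FPKM + 0.1) scale with limma, which understates the change of genes with low values.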

The next-generation sequencing resulted in 424.07 × and 397.36 × sequence coverage for lens FC of CS-exposed and untreated Ct mice, respectively. 

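A gene was counted as expressed where the mean FPKM of the 4 libraries of a group reached 1.0. Of the 35275 genes listed, 9327 were expressed in both groups, 263 in untreated Ct mice only and 204 in CS-exposed mice only. Among these 467 genes expressed in 1 group only, 426 had a larger group mean under 1.5 FPKM, close to the threshold. Counted in each library separately, 9533 ± 128 genes (SD, n = 4) reached 1.0 FPKM in CS-exposed mice and 9549 ± 130 (SD, n = 4) in untreated Ct mice. The difference of -16 genes was smaller than the spread between libraries (two-sided exact permutation test, p = 0.743). A minimum of 0.5 FPKM moved the group counts most, to 11063 genes in CS-exposed mice and 11078 in untreated Ct mice.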

The mapped reads were assembled into transcripts, and gene expression was measured and normalized using the fragment per kilobase per million mapped reads (FPKM) method, which identified the expression (≥ 1.0 FPKM) of 9531 and 9590 genes in lens FC of CS-exposed and untreated Ct mice, respectively (Supplementary Data 1). The analysis identified 348 differentially expressed (DE) genes (p < 0.05), including 186 down- and 162 up-regulated genes in lens FC of mice exposed to CS (Supplementary Data 1). Moreover, an additional analysis was performed to determine the differential gene expression in lens FC of mice exposed to CS. 

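In a limma fit of the 8 libraries over the 9794 genes with a mean of at least 1.0 FPKM in either group, 473 genes had an unadjusted p value under 0.05, of which 204 were lower and 269 higher in CS-exposed mice. At this threshold chance alone gives 490 genes. Divided into 20 bins of equal width, the p values put 473 genes into the lowest bin and a mean of 491 genes into each of the other 19, which held 434 to 532 genes. Without a minimum FPKM, the alternative that moved the count most, 862 of 21019 genes had a p value under 0.05. The table deposited by the authors, made with DESeq2, lists a p value under 0.05 for 348 genes with a mean of at least 1.0 FPKM in untreated Ct mice, 186 lower and 162 higher, and for 378 genes with such a mean in either group. Of the latter, 281 also had a p value under 0.05 in the limma fit, all in the direction of the authors' table.
After Benjamini-Hochberg adjustment, 1 gene had an adjusted p value under 0.05 in the limma fit. This gene, Gm26917, is a long non-coding RNA gene on chromosome 17 of GRCm38 from 39843013 to 39846341, which ends 11 bases before an annotated ribosomal RNA gene. Its expression was 26.2 ± 5.34 FPKM (SD, n = 4) in CS-exposed mice and 66.0 ± 9.09 FPKM (SD, n = 4) in untreated Ct mice, a log2 fold change of -1.34 (standard error 0.14, limma adjusted p = 0.00673). All 4 CS-exposed libraries were below every untreated Ct library. The next smallest p values of lower genes were those of RP24-327D15.7, Gm15860, Deaf1 and Gm7332, with log2 fold changes of -1.65, -0.66, -0.46 and -1.03. RP24-327D15.7 is listed as sense intronic, that is, within an intron of another gene, with 3 to 18 reads per library. It has no match in the annotation used for coordinates. Gm15860 is an antisense gene, and Gm7332 a pseudogene with 4 to 12 reads per library. The reads of all of these could belong to other genes. Among the smallest p values of higher genes were those of Gm12854, Guca1a, Gm10478 and Cplx4, with log2 fold changes of 2.17, 1.50, 1.88 and 1.74. Gm12854 and Gm10478 are pseudogenes with at most 13 and 15 reads per library. Guca1a and Cplx4 are genes of the retina.

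**Figure D1:**
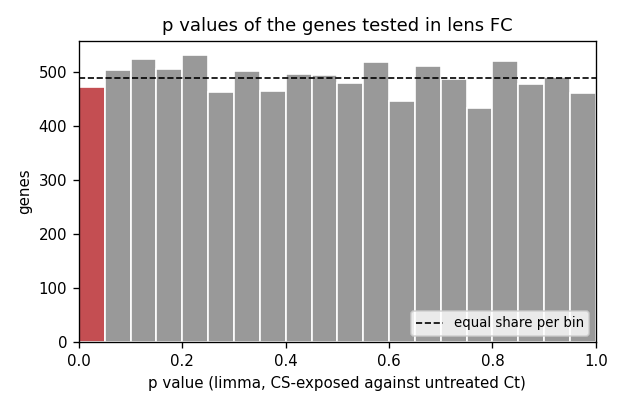
Number of genes (y axis) by limma p value (x axis) for the 9794 genes tested, in 20 bins, with the lowest bin in red and the equal share per bin as a dashed line. The lowest bin holds 473 genes and the others 434 to 532.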

The standard deviation (SD) was calculated for each transcript expression fold change (log2) as a deviation from its mean of 0 or no change. The analysis revealed 332 DE genes ﻿(> ± 2 SD), including 201 down- and 131 up-regulated genes in lens FC of mice exposed to CS (Fig. 3A). 

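The log2 ratio of the group means of FPKM was computed without a pseudocount for 9787 genes with a mean of at least 1.0 FPKM in either group, after leaving out 7 genes with a mean of 0 in a group. The SD of these ratios about 0 was 0.24, so that 2 SD corresponded to a 1.40-fold change. Beyond 2 SD lay 352 genes, 188 lower and 164 higher in CS-exposed mice. Among these, 168 also had a limma p value under 0.05. The genes beyond 2 SD had a median expression of 1.22 FPKM and a median of 36 reads per library, and the other genes 4.92 FPKM and 331 reads. A mean under 5 FPKM was found for 97.4% of the genes beyond 2 SD and for 50.3% of the others. With a minimum of 5 FPKM in either group, the alternative that moved the count most, 153 genes lay beyond 2 SD, 69 lower and 84 higher. The SD was then 0.13, and 22 of these genes were among the 352.

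**Figure D2:**
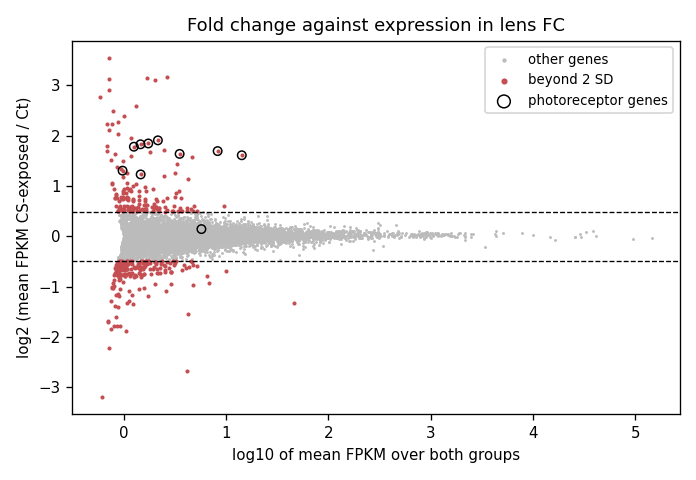
Log2 ratio of mean FPKM in CS-exposed over untreated Ct mice (y axis) against the log10 of mean FPKM (x axis), with 1 point per gene. Dashed lines mark 2 SD, red points are the 352 genes beyond it, and circles mark photoreceptor genes, of which 9 of 10 lie beyond 2 SD.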

*Col4a4*, *Col4a5*, and *Col6a3* were among the down-regulated genes in lens FC of mice exposed to CS (Supplementary Data 1). 

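Col4a4 lies on chromosome 1 of GRCm38 from 82448423 to 82586849, Col4a5 on chromosome X from 141475385 to 141689234 and Col6a3 on chromosome 1 from 90765923 to 90843971. Expression of Col4a4 was 18.9 ± 1.08 FPKM (SD, n = 4) in CS-exposed mice and 20.4 ± 1.31 FPKM (SD, n = 4) in untreated Ct mice, a log2 fold change of -0.11 (standard error 0.07, limma p = 0.135, exact permutation p = 0.114). Col4a5 was at 19.0 ± 1.60 FPKM and 20.8 ± 1.88 FPKM (SD, n = 4 each), a log2 fold change of -0.13 (standard error 0.08, limma p = 0.148, exact permutation p = 0.200). For Col6a3 the values were 11.9 ± 0.998 FPKM and 13.3 ± 1.80 FPKM (SD, n = 4 each), with a log2 fold change of -0.16 (standard error 0.10, limma p = 0.139, exact permutation p = 0.200). The adjusted p value was 0.956 for each gene over all genes tested and 0.165 over the 10 genes that the paper names for the transcriptome. At least 2283 reads stood behind each value, and the differences were close to the spread between libraries. In 3 of the 4 CS-exposed libraries Col4a4 and Col4a5 were below every untreated Ct library, and in 2 of them Col6a3 was. Over the 8 libraries, the mean log2 value of the 3 genes moved with that of 9 marker genes of the lens epithelium (Pearson r = 0.957, exact permutation p = 0.00052; Spearman rho = 0.929, exact permutation p = 0.0022). Without the 2 libraries farthest from the median, r was 0.927.

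**Figure D3:**
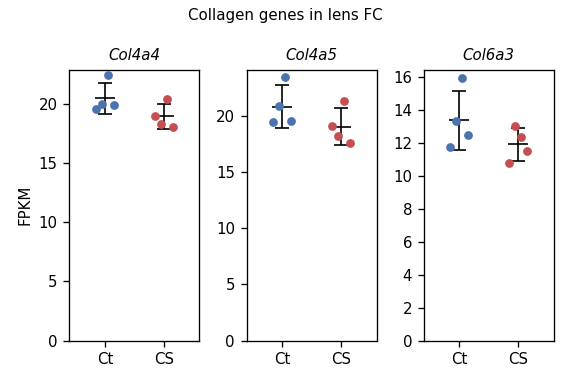
FPKM (y axis) of Col4a4, Col4a5 and Col6a3 in the 4 untreated Ct (blue) and 4 CS-exposed (red) libraries, with mean and SD in black. The groups overlap for all 3 genes.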

Mutations in *Col4a4* and *Col4a5* result in Alport syndrome along with developmental cataracts. Additionally, we identified the differential expression of *Prmt3*, *Rarb*, *Caprin2*, *Gdi2*, *Oat*, *Herc1*, and *Agl* in lens FC of mice exposed to CS (Supplementary Data 1). It is worth noting that loss of *Prmt3*, *Rarb*, *Caprin2*, *Gdi2*, *Oat*, *Herc1*, and *Agl* have been associated with abnormal lens FC morphology and cataracts in mice (http://www.informatics.jax.org/).

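Of these genes, Prmt3 on chromosome 7 rose from 2.78 ± 0.394 FPKM in untreated Ct mice to 3.95 ± 0.471 FPKM in CS-exposed mice (SD, n = 4 each), a log2 fold change of 0.49 (standard error 0.13, limma p = 0.00294, exact permutation p = 0.0286, the smallest that 4 against 4 libraries allow). Rarb on chromosome 14 rose from 1.10 ± 0.206 FPKM to 1.56 ± 0.166 FPKM, a log2 fold change of 0.48 (standard error 0.19, limma p = 0.0271, exact permutation p = 0.0286), with 49 to 118 reads per library. Caprin2 and Gdi2 were higher by a log2 fold change of 0.17 and 0.12 (limma p = 0.039 and 0.0334, exact permutation p = 0.0857 for both), and Oat had a log2 fold change of -0.12 (limma p = 0.0274, exact permutation p = 0.0286). Herc1 had a log2 fold change of -0.16 (limma p = 0.187, exact permutation p = 0.0286). With eBayes fitted without a trend of the variance over expression, Herc1 had a p value of 0.0406. The same fit gave 0.0822 for Caprin2, 0.121 for Gdi2 and 0.0932 for Oat, and kept Prmt3 and Rarb under 0.05. Over all alternative settings, p was under 0.05 for Prmt3 in 21 of 21 and for Rarb in 15 of 20. The same held for Oat in 16 of 21, for Caprin2 and Gdi2 in 13 of 21 each, and for Herc1 in 3 of 21. Rarb was at 0.05 or more in 5 of the 8 fits that each left out 1 library (limma p from 0.0511 to 0.0712). Its other settings used the same 8 libraries again, so 15 of 20 is not a count of independent checks. In every CS-exposed library Prmt3 and Rarb were above, and Oat and Herc1 below, every untreated Ct library. No gene of the 10 that the paper names for the transcriptome had an adjusted p value under 0.05 over all genes tested, the smallest being 0.956, and 5 of the 10 had an unadjusted p value under 0.05. Adjusted over these 10 genes alone, which the paper chose from the same libraries, Prmt3 was under 0.05 (adjusted p = 0.0294 from limma).

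**Figure D4:**
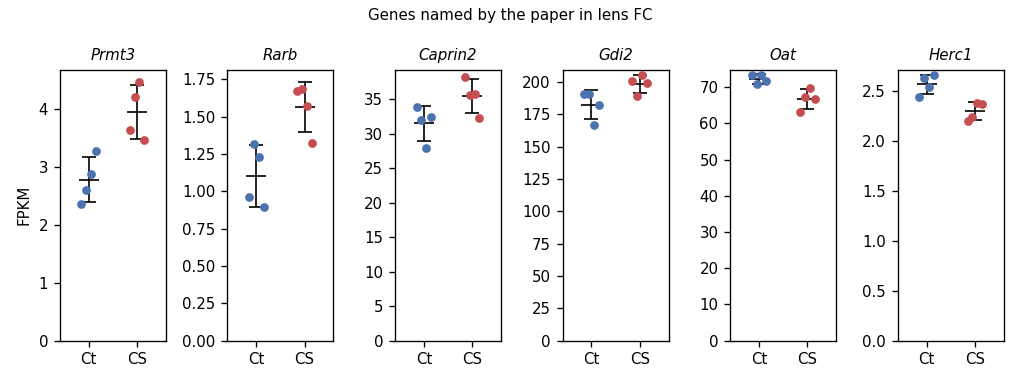
FPKM (y axis) of Prmt3, Rarb, Caprin2, Gdi2, Oat and Herc1 in the 4 untreated Ct (blue) and 4 CS-exposed (red) libraries, with mean and SD in black. Prmt3 and Rarb are higher, and Oat and Herc1 lower, in all 4 CS-exposed libraries.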

**Figure 3:**
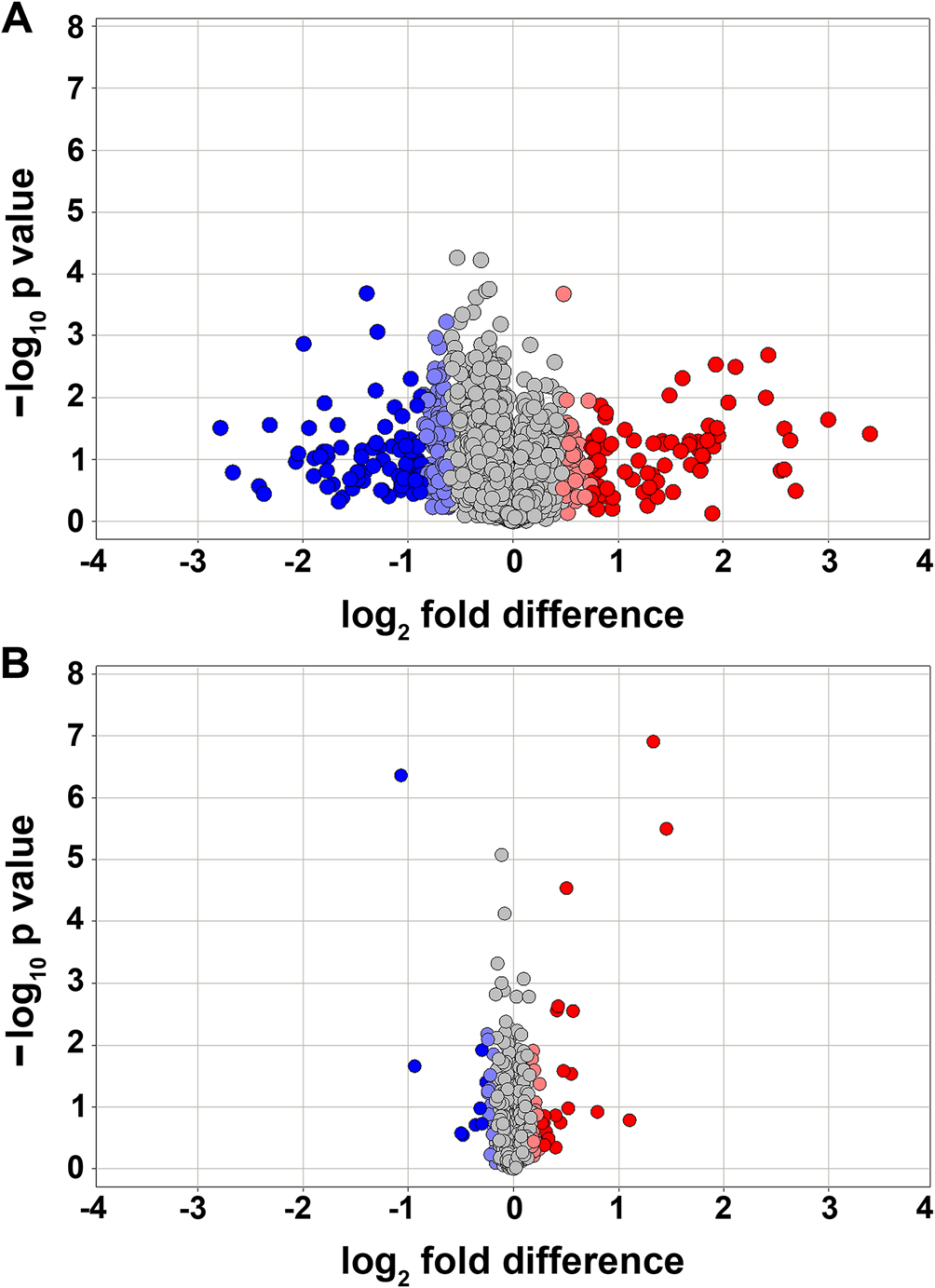
Illustration of genes and proteins perturbed in mouse lens fiber cells (FC) exposed to cigarette smoke (CS). (**A)** Volcano plot of differentially expressed (DE) genes in lens FC of mice exposed to CS. The transcriptome profiling identified 332 DE genes (> ± 2 SD), including 201 down-regulated and 131 up-regulated in FC of mice exposed to CS. (**B)** Volcano plot illustrating differential protein levels in lens FC of mice exposed to CS. The proteome profiling identified 101 proteins (> ± 2 SD) including 59 exhibiting elevated levels and 42 displaying diminished levels in FC of mice exposed to CS. The fold changes are represented in the log2 scale depicted on the x-axis, whereas the − log10 p-value is depicted on the y-axis (the use of -log values mean that genes/proteins with greater statistical significance are higher in the plot). The genes and proteins that are significantly elevated are highlighted in red and light red, and those with significantly diminished levels are highlighted in blue and light blue.

In parallel, mass spectrometry generated a total of 84,063 peptide spectrum matches (PSMs), yielding 23,882 total peptides, corresponding to 2323 proteins. We had previously reported 5404 proteins in the mouse lens proteome^14^, and since the number of proteins identified here was significantly less (i.e., 2323 vs. 5404), we performed a second 8-plex TMT experiment to rule out the possibility of a technical error. We detected 2352 proteins in the second TMT experiment, a nearly similar protein count identified in the first TMT experiment. Perhaps, the age of the mice i.e., embryonic, and early postnatal lens compared to 3 months old mice lens and/or the use of the whole lens (lens epithelium and FC used in previously reported study) compared to lens FC used in the current study may have contributed to the difference in protein counts.

The combined analysis of both proteome datasets identified a total of 130 proteins with differential levels (p < 0.05), including 42 exhibiting elevated and 88 diminished levels in lens FC of mice exposed to CS (Supplementary Data 2). To further validate the DE protein, we reanalyzed the proteome datasets by calculating the SD for each protein fold change (log2) as a deviation from its mean of 0 or no change. The analysis revealed 101 DE proteins (> ± 2SD), including 59 exhibiting elevated and 42 diminished levels in lens FC of mice exposed to CS (Fig. 3B). We identified the elevated levels of CTNND2, a delta catenin protein in lens FC of mice exposed to CS (Supplementary Data 2) that has recently been associated with age-related cortical cataracts^15^. Additionally, we identified a decreased levels of CHORDC1, CRYGB, GCLC, HSD17B4, PANK4, PCBD1, OARD1, and HIP1R in lens FC of mice exposed to CS (Supplementary Data 2). Loss of CHORDC1, CRYGB, GCLC, HSD17B4, PANK4, PCBD1, OARD1, and HIP1R has been associated with abnormal lens morphology and cataracts in mice (http://www.informatics.jax.org/). The proteome also revealed diminished levels of GCLC, PCBD1, CRYGB, and PANK4 in lens FC of mice exposed to CS (Supplementary Data 2). Fan and colleagues recently identified nuclear cataracts in lens-specific *Gclc* knockout mice^16^. Bayle and colleagues reported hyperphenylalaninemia and cataracts in *Pcbd1* knockout mice^17^. Liu et al. reported a point mutation in *Crygb* responsible for dominant nuclear cataracts in mice^18^. Sun and colleagues reported a mutation in *PANK4* liable for congenital posterior cataracts and importantly the *Pank4* null mice develop cataracts^19^.

Next, we completed the mass spectrometry-based metabolome profiling of lens FC of mice exposed CS. We identified a total of 280 metabolites in lens FC of mice exposed to CS (Supplementary Data 3). Among the 280 metabolites identified in lens FC of mice exposed to CS, we detected the differential levels of 14 metabolites (p < 0.05), including eight metabolites exhibiting higher levels and six metabolites displaying lower levels (Supplementary Data 3). We identified a decrease in branched-chain amino acid (BCAA)-related metabolites in lens FC of mice exposed to CS (Fig. 4A) including isoleucine, leucine, and valine, which are essential amino acids with key roles in protein synthesis, energy metabolism, and cell signaling^20^.

**Figure 4:**
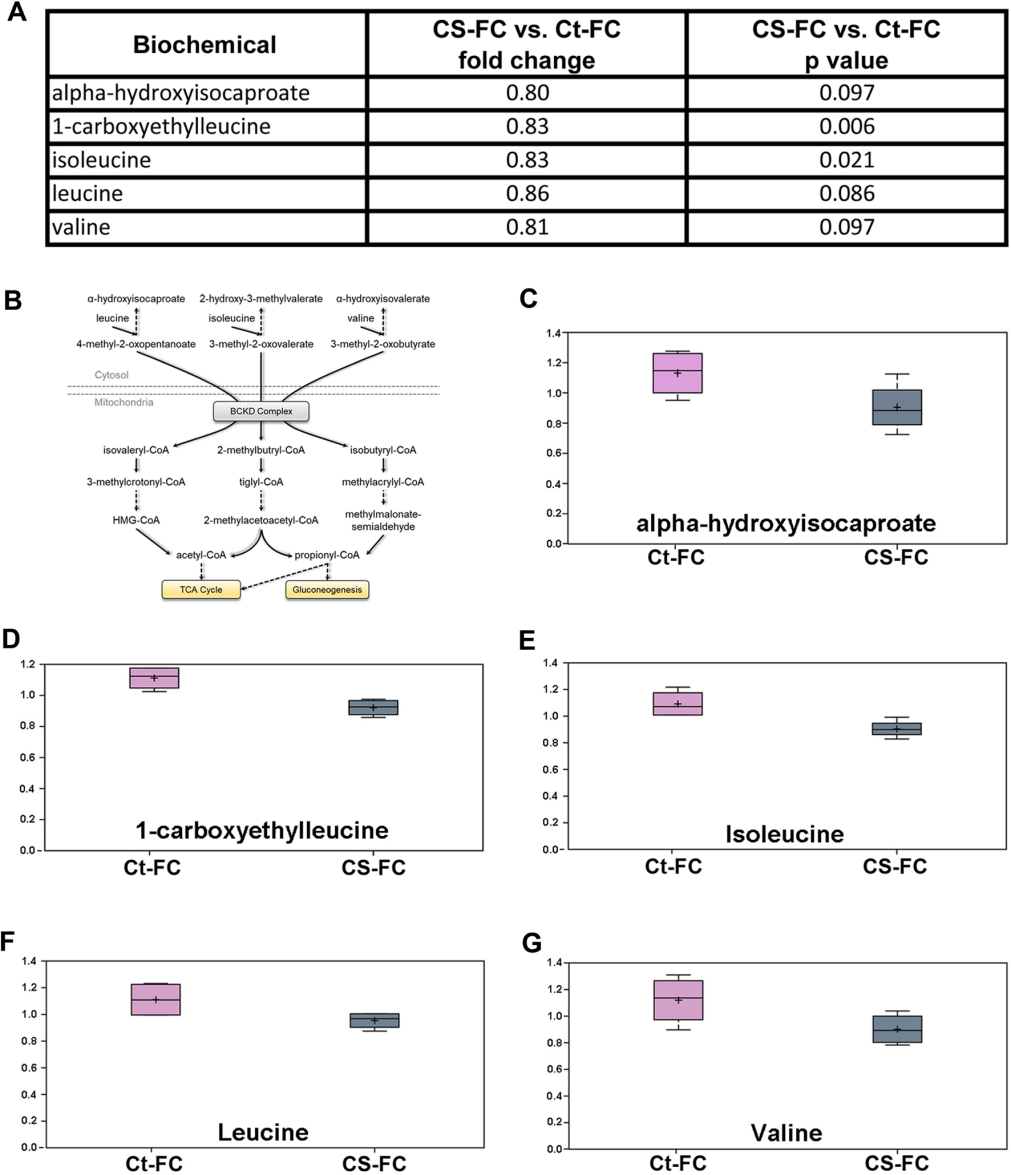
Metabolome analysis revealed diminished levels of branched-chain amino acids (BCAAs)-related metabolites in mouse lens fiber cells (FC) exposed to cigarette smoke (CS). (**A)** The diminished levels of BCAAs-related metabolites (alpha-hydroxyisocaproate, 1-carboxyethylleucine, isoleucine, leucine, and valine) identified in lens FC of mice exposed to CS. (**B)** Schematic of the pathway involving branched-chain α-keto acid dehydrogenase (BCKD), a multi-enzyme complex, which catalyzes BCAAs to the corresponding acyl-CoA derivatives. (**C–G)** Box plots depicting relative levels of BCAAs metabolites in lens FC of CS-exposed and untreated Ct mice. Diminished levels of **(C)** alpha-hydroxyisocaproate, **(D)** 1-carboxyethylleucine, **(E)** Isoleucine, **(F)** Leucine, and **(G)** Valine were identified in lens FC of mice exposed to CS.

The BCAA metabolites have reported being involved in oxidative metabolism and energy production through a catabolic pathway involving branched-chain α-keto acid dehydrogenase (BCKD), a multi-enzyme complex, which catalyzes BCAA to the acyl-CoA derivatives (Fig. 4B)^21,22^. We identified diminished levels of alpha-hydroxyisocaproate, 1-carboxyethylleucine, isoleucine, leucine, and valine metabolites in lens FC of mice exposed to CS (Fig. 4C-G). In a recent study, Tomoda and colleagues analyzed the levels of BCAA-related metabolites and identified a significant decreased in BCAA levels in both plasma and skeletal muscles of rats exposed to CS^23^. We further detected a decrease of 1-carboxyethylleucine in lens FC of mice exposed to CS. Importantly, Das et al. reported the role of leucine and its transporters in protection against CS‐induced cell death in the lungs^21^.

Finally, we searched for the metabolome data to identify metabolites that are trending in the same direction i.e., ﻿elevated and/or diminished levels in lens FC of mice exposed to CS but are not statistically significant. The analysis revealed elevated levels of twenty-eight metabolites associated with long‐chain fatty acids, lysophospholipids, monoacylglycerols, and endocannabinoids in lens FC of mice exposed to CS (Supplementary Table 1). In parallel, decreased levels of 20 metabolites associated with phosphatidylethanolamine (PE), phosphatidylserine (PS), pentose metabolism, Fructose, Mannose, and Galactose Metabolism, and nucleotide Sugar in lens FC of mice exposed to CS (Supplementary Table 2). The low counts of sugar metabolism-related metabolites are inline with the low levels of BCAA related metabolites, involved in oxidative metabolism and energy production^22^.

Since we observed a minimal effect of CS exposure on the molecular landscape of lens FC with no cataracts in mice exposed to CS, we sought evidence of CS exposure by examining Cadmium (Cd), and Nickel (Ni) in the lungs of mice exposed to CS. The premise of the experiment was based on the results of two independent studies reporting a 3.1- and 1.7-fold increase in Cd concentration in the serum of tobacco cigarette smokers^24,25^. The premise was also based on the identification of Cd and Ni in mainstream particulates of cigarettes containing tobacco^26^.

We performed total metal quantification in lungs of mice exposed to CS using an Agilent 7500cx inductively coupled plasma mass spectrometer. The analysis identified a 3.70-fold (*p* = 0.0001) and a 1.54-fold (*p* = 0.01) higher concentration of Cd and Ni, respectively in the lungs of mice exposed to CS compared with untreated Ct mice (Table 1 and Supplementary Table 3). The statistically significantly higher concentrations of Cd and Ni in the lungs of mice exposed to CS are in line with chronic exposure to CS.

**Table 1:** Mass spectrometry-based metal ions analysis of lungs from mice exposed to cigarette smoke (CS) and age-matched, untreated control mice. The quantification shows differential concentrations of cadmium (Cd), and nickel (Ni) in the lungs of mice exposed to CS.

Sample	Cadmium		Nickel	
	Concentration (ppb)	RSD	Concentration (ppb)	RSD
Ct-ml-1	0.253	26.0	12.150	10.2
Ct-ml-2	0.519	19.0	16.455	4.8
Ct-ml-3	0.196	19.5	9.977	7.7
Ct-ml-4	0.538	12.1	19.550	8.3
CS-ml-1	1.487	3.6	20.152	5.1
CS-ml-2	1.366	8.6	20.863	2.0
CS-ml-3	1.541	10.1	23.134	8.7
CS-ml-4	1.178	8.2	25.652	5.0

The metal ion concentrations are normalized for sample mass and dilution. The metal ion concentrations are a mean value of five scans. RSD (relative standard deviation) is standard deviation divided by the mean value of the five scans (concentration in Table 1) and reported as a percentage. The detection limits were 0.2, and 2.0 ppb for Cd, and Ni respectively.

*Ct-ml* control mouse lungs, *CS-ml* cigarette smoke-exposed mouse lungs, *ppb* parts per billion (also equilment to ng/g).

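Over the 9794 genes tested in lens FC, the median absolute log2 fold change between CS-exposed and untreated Ct mice was 0.08. An absolute log2 fold change of at least 1 was found for 97 genes and of at least 0.5 for 306 genes. For 302 genes (3.08%) the values of the 4 CS-exposed libraries did not overlap those of the 4 untreated Ct libraries, where chance gives 2.86%. The correlation of log2 values across genes, which are not independent replicates, averaged 0.978 between libraries of the same group and 0.976 between libraries of different groups. The 16 crystallin genes made up 64.8 ± 0.713% of the summed FPKM (SD, n = 4) in CS-exposed mice. In untreated Ct mice their share was 65.3 ± 0.497% (SD, n = 4). The difference of -0.502 percentage points was smaller than the SD of the CS-exposed libraries and close to that of the untreated Ct libraries. A two-sided exact permutation test gave p = 0.314. The paper states that a minimal effect of CS exposure was observed in lens FC, and gives this, together with the absence of cataracts, as its reason to look for evidence of exposure in the lungs.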

In summary, we report results of a multi OMIC approach to examine the molecular landscape of mice lens FC exposed to CS for 3½ months, which confirmed a minimal effect on the molecular landscape of lens FC. However, we cannot rule out that CS exposure for longer durations (i.e., > 3½ months) and/or in combination with other morbidities or environmental factors would have a more robust effect and/or result in cataractogenesis.

## Materials and methods

### Animals included in the study

The use of mice in this study was approved by the Johns Hopkins Animal Care and Use Committee (ACUC; Baltimore, MD, USA), and all experiments were performed in accordance with the approved protocol by the Institutional Review Board (IRB) of the Johns Hopkins University School of Medicine (Baltimore, MD) and consistent with the Association of Research in Vision and Ophthalmology (ARVO) statement for the use of animals in ophthalmic and vision research. The C57BL/6J mice strain (Stock # 000664; Jackson laboratory) was used for all experiments.

The study design included placing pregnant mice (gestation days 18–20) in a whole-body smoke chamber and a few days later pups were born. Of these, four adult females along with 32 pups (16 males and 16 females) were exposed to CS for 5 hours/day, 5 days/week, and remained in the chamber for a total of 3½ months (105 days). In parallel, age-matched, four adult female mice and 32 (16 males and 16 females) pups were housed in the animal facility for 3½ months that served as untreated controls.

### Exposure to CS in a whole-body smoke chamber

The mice were exposed to CS as described^27,28^. The smoke chamber contained a smoking machine (TE-10, Teague Enterprises, Davis, CA) that burns five cigarettes (2R4F reference cigarettes (2.45 mg nicotine/cigarette; Tobacco Research Institute, University of Kentucky) at a time, taking two-second duration puffs at a flow rate of 1.05 l/min, to provide a standard puff of 35 cm^3^, providing a total of eight puffs per minute. The machine was adjusted to produce sidestream (89%) and mainstream smoke (11%). The chamber atmosphere was monitored to maintain total suspended particulate at 90 mg/m^3^ and carbon monoxide at 350 ppm.

### Evaluation of lens phenotype in CS-exposed and untreated Ct mice

The mice were examined for CS-related cataractogenesis after completion of CS exposure^29^. The eyes of CS-exposed and untreated CT mice were dilated using tropicamide (1%) and phenylephrine (2.5%) followed by anesthetization by ketamine/xylazine (100 mg/kg body weight for ketamine and 16 mg/kg body weight for xylazine). The lenses were examined with a slit-lamp microscope and images were taken by Phoenix Micron III Retinal Imaging Microscope (Phoenix Research Labs, Pleasanton, CA, USA).

### Extraction of the lenses and separation of lens FC

The mice were anesthetized with isoflurane and euthanized through cervical dislocation. The lenses were extracted from CS-exposed and untreated Ct mice and FC were separated from the lens epithelium using forceps under a microscope. The lens FC from CS-exposed and untreated Ct mice was maintained at − 80 °C in distinct pools (i.e., biological replicates), each consisting of FC of the right eye or the left eye.

We used four biological replicates (two male and two female) of the CS-exposed and untreated Ct mice, each consisting of lens FC of the right eyes for transcriptome profiling and their respective left eyes for proteome profiling. As a minimum of 25 mg of lens FC mass was required for metabolome analysis, each of the four biological replicates of the CS-exposed and untreated Ct mice consisted of eight lens FC (both right and left eyes) from four male or four female mice.

### Transcriptome profiling

Next generation RNA-Seq of lens FC of CS-exposed and untreated Ct mice was performed commercially by Novogene Corporation Inc. (Sacramento, CA). A total of four biological replicates, each consisting of pooled lens FC of the right eyes of four CS-exposed and untreated Ct mice was used for transcriptome profiling and the RNA-Seq data were analyzed as described^29^.

The FPKM expression values were imported in the Spotfire DecisionSite with Functional Genomics (TIBCO Spotfire, Boston, MA) software for further evaluation and graphical representation. All transcripts log2-fold changes between lens FC of CS-exposed and untreated Ct mice were analyzed to determine the SD from their mean of 0, which represents no change.

### Proteome profiling

Four biological replicates, each consisting of pooled lens FC of the left eyes of four CS-exposed mice and four untreated Ct mice were used for proteome profiling. A total of 200 μg of protein for each sample was used for each replicate. The reduction and alkylation of the proteins were conducted with 10 mM of tris (2-Carboxyethyl) phosphine hydrochloride and 40 mM of chloroacetamide for 1 h at room temperature. Mass spectrometry-based proteome profiling was completed as described^14^.

The abundance values of reporter ion intensities from the 8-plex TMT experiment were imported into Partek Genomics Suite v6.6 (Partek, Inc., St. Louis, MO, USA) for protein annotation and differential expression analysis. The normalized reporter ion intensities were examined for SD to investigate the differential expression in lens FC of mice exposed to CS compared with lens FC of untreated Ct mice. The p values were estimated by a two-tailed t-test, assuming a hypothesized mean of 0 change. The normalized ratios were converted to a log_2_ scale (becoming the conventional “log-ratios” or “log2 fold changes”) for statistical and graphic representation.

### Metabolome profiling

Four biological replicates, each consisting of pooled lens FC, wet mass (25 mg) of four CS-exposed and untreated Ct mice eyes (right and left) were used for metabolome profiling. The FC were frozen immediately at − 80 °C until further processing for metabolome profiling. Metabolome profiling and data analysis were performed commercially by Metabolon, Inc. (Morrisville, NC, USA) as described^30^.

Sample preparation involved metabolite extraction with methanol and the resulting extracts were analyzed on an accurate mass global metabolomics platform consisting of multiple arms differing by chromatography method and mass spectrometry ionization mode^30,31^. Metabolites were identified by automated comparison of the ion features in the experimental samples to a reference library of chemical standard using software developed at Metabolon^32,33^.

### Metal ion analysis

Metal ion quantification and data analysis were performed by the Biomarker Mass Spectrometry Facility (UNC-Chapel Hill, NC). A total of four biological replicates, each consisting of pooled mice lungs wet mass (250–460 mg) of four CS-exposed and untreated Ct mice were used for metal ion analysis. Mouse lungs were frozen immediately at − 80 °C upon extraction, until further processing. The samples were digested with a combination of concentrated nitric acid, 30% hydrogen peroxide, and heat. The digested samples were diluted to 4 ml with deionized water. Quantification of total Cd, and Ni, was performed using Agilent 7500cx inductively coupled plasma mass spectrometer (ICP-MS; Santa Clara, CA) as described^34^.

### ARRIVE guidelines

This study was completed in compliance with the ARRIVE guidelines.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Tables.

## Data Availability

RNA-Seq raw reads and processed data of lens FC of CS-exposed and untreated Ct mice have been deposited in the NCBI Gene Expression Omnibus and are accessible through the GEO accession number GSE144818. The mass spectrometry data of lens FC of CS-exposed and untreated Ct mice have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD017414 and PXD020421. The metabolome raw data of lens FC of CS-exposed and untreated Ct mice have been deposited in the MetaboLights repository and are accessible through study identifier MTBLS207.

# Supplementary material for: Examining the effects of cigarette smoke on mouse lens through a multi OMIC approach
**Source:** Sci Rep. 2021 Sep 22;11:18801. doi: 10.1038/s41598-021-95013-7
**Supplement:** Supplementary file 4 — Supplementary Tables.

**Examining the effects of cigarette smoke on mouse lens through a multi OMIC approach**

Shahid Y. Khan ^1^, Muhammad Ali ^1^, Yura Jang ^2^, Taekyung Ryu ^2^, Andrew J. Schwab ^3^,

Brian O. Ingram ^3^, Peter H. Cable ^4^, Chan Hyun Na ^2^, James T. Handa ^1^ & S. Amer Riazuddin ^1^

^1^The Wilmer Eye Institute, Johns Hopkins University School of Medicine, Baltimore, MD 21287, USA. ^2^Department of Neurology, Institute for Cell Engineering, Johns Hopkins University School of Medicine, Baltimore, MD 21205, USA. ^3^Metabolon Inc., Morrisville, NC 27560, USA. ^4^Department of Environmental Sciences and Engineering, University of North Carolina, Chapel Hill, NC 27599, USA.

| **Sub-pathway** | **Biochemical** | **CS-FC vs. Ct-FC**  **p-value** | **CS-FC vs. Ct-FC**  **Fold-change** |
| --- | --- | --- | --- |
| Long Chain Monounsaturated Fatty Acid | oleate/vaccenate (18:1) | 0.4936 | 1.51 |
|  | eicosenoate (20:1) | 0.6149 | 1.36 |
|  | erucate (22:1n9) | 0.6041 | 1.39 |
| Long Chain Polyunsaturated Fatty Acid (n3 and n6) | docosapentaenoate (n3 DPA; 22:5n3) | 0.5765 | 1.72 |
|  | docosahexaenoate (DHA; 22:6n3) | 0.614 | 1.32 |
|  | dihomo-linoleate (20:2n6) | 0.3471 | 1.73 |
|  | arachidonate (20:4n6) | 0.5122 | 1.33 |
|  | docosapentaenoate (n6 DPA; 22:5n6) | 0.7623 | 1.91 |
|  | docosadienoate (22:2n6) | 0.6182 | 1.42 |
|  | mead acid (20:3n9) | 0.5206 | 1.71 |
| Lysophospholipid | 2-palmitoleoyl-GPC (16:1)* | 0.0286 | 1.48 |
|  | 1-palmitoyl-GPE (16:0) | 0.4556 | 1.64 |
|  | 1-stearoyl-GPE (18:0) | 0.7606 | 1.18 |
|  | 2-stearoyl-GPE (18:0)* | 0.3152 | 1.81 |
|  | 1-oleoyl-GPE (18:1) | 0.2451 | 1.22 |
|  | 1-palmitoyl-GPS (16:0)* | 0.2904 | 1.90 |
|  | 1-stearoyl-GPS (18:0)* | 0.5178 | 1.60 |
|  | 1-oleoyl-GPS (18:1) | 0.1966 | 1.73 |
|  | 1-oleoyl-GPG (18:1)* | 0.4190 | 1.50 |
|  | 1-oleoyl-GPI (18:1) | 0.4217 | 1.51 |
|  | 1-arachidonoyl-GPI (20:4)* | 0.0953 | 1.74 |
| Monoacylglycerol | 1-palmitoylglycerol (16:0) | 0.2505 | 1.43 |
|  | 1-oleoylglycerol (18:1) | 0.1323 | 1.74 |
|  | 1-arachidonylglycerol (20:4) | 0.0952 | 2.85 |
| Endocannabinoid | oleoyl ethanolamide | 0.4666 | 1.51 |
|  | N-oleoyltaurine | 0.5900 | 1.40 |
|  | N-stearoyltaurine | 0.6145 | 1.40 |
|  | N-palmitoyltaurine | 0.6376 | 1.34 |

**Supplementary Table 1:** Metabolites exhibiting elevated levels (non-significant) in cigarette smoke-exposed mice lens fiber cells compared to age-matched, untreated control mice lens fiber cells.

**Note:** Ct-FC: age-matched, untreated control mice lens fiber cells; CS-FC: cigarette smoke-exposed mice lens fiber cells.

| **Sub-pathway** | **Biochemical** | **CS-FC vs. Ct-FC**  **p-value** | **CS-FC vs. Ct-FC**  **Fold-change** |
| --- | --- | --- | --- |
| Phosphatidyl-ethanolamine (PE) | 1-palmitoyl-2-oleoyl-GPE (16:0/18:1) | 0.5958 | 0.95 |
|  | 1-palmitoyl-2-docosahexaenoyl-GPE (16:0/22:6)* | 0.1616 | 0.80 |
|  | 1-palmitoleoyl-2-oleoyl-GPE (16:1/18:1)* | 0.3967 | 0.92 |
|  | 1-stearoyl-2-oleoyl-GPE (18:0/18:1) | 0.5539 | 0.94 |
|  | 1-stearoyl-2-docosahexaenoyl-GPE (18:0/22:6)* | 0.1018 | 0.81 |
|  | 1,2-dioleoyl-GPE (18:1/18:1) | 0.5642 | 0.95 |
|  | 1-oleoyl-2-docosahexaenoyl-GPE (18:1/22:6)* | 0.2611 | 0.85 |
| Phosphatidylserine (PS) | 1-palmitoyl-2-oleoyl-GPS (16:0/18:1) | 0.2805 | 0.68 |
|  | 1-palmitoyl-2-linoleoyl-GPS (16:0/18:2) | 0.2244 | 0.55 |
|  | 1-stearoyl-2-oleoyl-GPS (18:0/18:1) | 0.2025 | 0.58 |
|  | 1,2-dioleoyl-GPS (18:1/18:1) | 0.3439 | 0.76 |
| Pentose Metabolism | ribonate | 0.2745 | 0.9 |
|  | arabonate/xylonate | 0.9426 | 0.99 |
|  | sedoheptulose | 0.105 | 0.84 |
|  | ribulonate/xylulonate/lyxonate* | 0.8186 | 0.91 |
| Fructose, Mannose, and Galactose Metabolism | mannitol/sorbitol | 0.3606 | 0.93 |
| Nucleotide Sugar | UDP-glucose | 0.3678 | 0.92 |
|  | UDP-galactose | 0.4327 | 0.93 |
|  | UDP-glucuronate | 0.6588 | 0.89 |
|  | guanosine 5'-diphospho-fucose | 0.8207 | 0.95 |

**Supplementary Table 2:** Metabolites exhibiting diminished levels (non-significant) in cigarette smoke-exposed mice lens fiber cells compared to age-matched, untreated control mice lens fiber cells.

**Note:** Ct-FC: age-matched, untreated control mice lens fiber cells; CS-FC: cigarette smoke-exposed mice lens fiber cells.

**Supplementary Table 3:** Metal ions quantification shows statistically significant fold-change of Cadmium, and Nickel ion concentrations in the lungs of CS-exposed mice compared to the lungs of age-matched, untreated control mice.

| **Metal Ions** | **CS-ml vs. Ct-ml (fold-change)** | **CS-ml vs. Ct-ml (p-value)** |
| --- | --- | --- |
| Cadmium (Cd) | 3.70 | 0.0001 |
| Nickel (Ni) | 1.54 | 0.01 |

**Note:** We used a two-tailed student`s *t*-test for statistical analysis. Ct-ml: age-matched, untreated control mice lungs; CS-ml: cigarette smoke-exposed mice lungs.

**Supplementary Data 1:** The list of genes identified in cigarette smoke (CS)-exposed and age-matched, untreated control (Ct) mice lens fiber cells (FC).

**Supplementary Data 2:** The list of proteins identified in cigarette smoke (CS)-exposed and age-matched, untreated control (Ct) mice lens fiber cells (FC).

**Supplementary Data 3:** The list of metabolites identified in cigarette smoke (CS)-exposed and age-matched, untreated control (Ct) mice lens fiber cells (FC).

How the deposited data were processed for this re-analysis (not part of the article)

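Lens FC of CS-exposed and untreated Ct mice were compared at the level of RNA in 8 libraries, 4 of each group, each from a pool of 4 mice. The authors aligned the reads with STAR 2.5, counted them on genes with HTSeq 0.6.1, and deposited FPKM for each library and the mean FPKM of each group. The annotation release behind these values is not named in the text. A log2 fold change, a p-value and an adjusted p-value of the comparison between groups were deposited by the authors for each gene, made with DESeq2. These were used only where they are named as the authors' values.

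Groups were taken from the sample labels, and the replicate numbers from the numbers in the sample titles. The paper does not describe them as pairs, and same-numbered libraries come from different mice, so the replicate number was not used in the comparison of groups. Which pools are male and which female is not given for each library, and sex was not used. Xist was low in replicates 1 and 2 and high in replicates 3 and 4 of both groups. Same-numbered libraries thus shared the Xist level, which the comparison as reported ignores and the replicate block takes up.

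From the FPKM, genes with a mean of at least 1.0 in either group were tested on log2(FPKM + 0.1) with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with a trend of the variance over expression, two-sided, and with Benjamini-Hochberg adjustment over all genes tested. Fold changes on this scale understate the change of genes with low values. The SD of log2 ratios was taken about 0, as in the paper, and genes beyond 2 SD were counted. For gene sets and marker genes, the mean log2 value of the genes was compared between groups over all 70 assignments of the libraries, and the smallest two-sided exact p value of 4 against 4 libraries is 0.029. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

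The depth of the libraries was found from the steps of low FPKM values (under 0.3 FPKM in the first library) and refined on genes with more reads. Whole reads were found for 99.8% of the tested genes by trying up to 60000 reads for the smallest value. The number of fragments per library, between 18100000 and 23300000, is an estimate that rests on gene lengths from the annotation of GRCm38, on which 849 of 9302 genes gave the same value for the first library. Coordinates are from the same annotation.

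The fit was tested on simulated data in which 200 genes drawn at random were changed. Genes of similar expression were given the same spread between libraries, the median of the real genes. The rates found this way may therefore not hold for real genes with a larger spread. Of the genes changed by a log2 fold change of 1 that passed the filter, 84.7% of 98 were found at an adjusted p value under 0.05, and of those changed by 0.5, 52.6% of 97. Among 9424 unchanged genes, 0.2% were called.

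Genes named in the text are those the paper names, for RNA or for protein, the members of gene sets and marker lists where these are discussed, the 5 genes with the smallest p value in each direction, and genes with an adjusted p value under 0.05. Gngt1, Malat1, Neat1, Kcnq1ot1, AY036118 and genes of the pigment epithelium were added for single questions after the fit had been seen.

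Alternatives set before the data were examined were other pseudocounts (1 and 0.01), other filters on low values, centring on the median, quantile normalization, eBayes without a trend or with a robust one, the replicate number as a block, and leaving out each library in turn. Chosen after seeing the data were filters on the mean of 1 group alone, a block for gene sets, an exact permutation test of single genes, and limma-voom on the recovered reads. The last was first run with the sum of the recovered reads as library size. After its output had been seen, it was run with the depth found from the steps, and both are given. The sum leaves out the 23 tested genes without recovered reads, among them most crystallins. Tests on counts with DESeq2 were not run. The deposited values are FPKM, and the recovered reads were tested only with limma-voom. The proteome, metabolome and metal measurements were not analysed here.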

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

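The tests on other splits of the libraries for the photoreceptor genes, on the retinal pigment epithelium and on the collagens were chosen after the results were seen. Those on nuclear RNAs, on ribosomal RNA and on cone and inner retina genes were fixed before the values of these genes were looked up. Photoreceptor genes were singled out after the fit had been seen.

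In 92 groups of 4 libraries, 4 libraries lay far from the other 3, with a gap above Dixon's 95% critical value. Chance gives 4.6 such libraries. Col4a4 was at 22.4 FPKM in untreated Ct replicate 3 and between 19.5 and 19.9 FPKM in the other 3. This library also had the highest score of lens epithelium markers (3.54), and over the 8 libraries the collagens and this score were correlated (Pearson r = 0.957), so that epithelium carried over into the pool may have contributed. Ctnnd2 was at 8.32 FPKM in untreated Ct replicate 1, against 7.24 to 7.38 FPKM in the others. The mean log2 value of the crystallins was 12.57 in the same library, against 12.64 to 12.65. The mean log2 value of metallothionein and zinc transport genes was 0.78 in CS-exposed replicate 2, against 1.26 to 1.30. For the last 3 values no explanation was tested, technical or biological, and the 4 values together are close to the number chance gives.

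Gm26917, which the paper does not discuss, had a log2 fold change of -1.34 and was lower in 4 of 4 CS-exposed libraries than in every untreated Ct library. Fewer nuclei in the CS-exposed pools would have lowered other nuclear RNAs as well. The mean log2 fold change of Malat1, Neat1 and Kcnq1ot1 was 0.0017, but this mean covers opposite directions (Malat1 -0.21, Neat1 0.13), and Kcnq1ot1 is too low to be measured well, at most 0.105 FPKM. Fewer nuclei are therefore not ruled out as a contribution. The gene ends 11 bases before an annotated ribosomal RNA gene. AY036118, a gene that shares sequence with this ribosomal RNA gene, is listed at 0 in every library and could not be used to test for ribosomal RNA left in the libraries. The difference therefore cannot be told apart from one in ribosomal RNA left after library preparation.

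Photoreceptor genes, which the paper does not discuss, had a mean log2 value higher by 1.42 in CS-exposed mice, higher in 4 of 4 CS-exposed libraries than in every untreated Ct library (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). Adjusted over the 8 marker lists examined, p was 0.229, which is also the smallest that 1 list among 8 can reach. Of the 35 splits of the libraries, 1, the real one, gave a difference as large. The mean log2 value of the retinal pigment epithelium genes Rpe65, Rgr, Rlbp1 and Ttr was higher by 2.08, also in 4 of 4 CS-exposed libraries (exact permutation test, p = 0.0286). Rgr, Rlbp1 and Ttr were chosen because they were among the most changed genes, so this test could not have come out otherwise and does not tell explanations apart. Rpe65, from a list of pigmented cells fixed beforehand, had a log2 fold change of 2.34 (limma adjusted p = 0.956), but that list as a whole differed by 0.59 (exact permutation test, p = 0.286). Within groups the deviations of both scores were not clearly correlated (Pearson r = 0.56, exact permutation p = 0.229; Spearman rho = 0.48, exact permutation p = 0.236; r = 0.33 without the 2 libraries farthest from the median), and the wording of this test was changed after its result had been seen. For neural retina, the rule set beforehand was that 14 cone and inner retina genes would be higher in CS-exposed mice with an exact permutation p value under 0.05. Their mean log2 value differed by -0.0075 (exact permutation test, p = 0.914), which by that rule speaks against neural retina. It was noticed only afterwards that 82.1% of the values of these genes are under 0.5 FPKM, which leaves the test little power. The difference cannot be told apart from tissue of the back of the eye carried over into the CS-exposed pools at dissection, and is not described here as an effect of CS.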

How the results depend on the processing

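The adjusted p value of Gm26917 was under 0.05 in the comparison as reported. No gene had one under 0.05 without a minimum FPKM (0 genes; 862 genes with an unadjusted p value under 0.05, 405 lower and 457 higher), with eBayes without a trend (0 genes; 498 unadjusted), or without untreated Ct replicate 4 (0 genes; 479 unadjusted). Across the 8 fits that each left out 1 library, 418 to 525 genes had a p value under 0.05, 159 to 286 lower and 220 to 313 higher, and 0 to 1 gene after adjustment. Lower genes were 43.1% as reported and 56.5% without CS-exposed replicate 3. The cause was not tested.

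With limma-voom on the recovered reads, chosen after seeing the data, 487 genes had a p value under 0.05 (48.9% lower) and 2 after adjustment, among them Gm26917. In its first form, with the sum of the recovered reads as library size, it gave 514 genes, of which 312 (60.7%) were lower and 202 higher, and also 2 after adjustment, again with Gm26917 among them. The direction in which most genes moved thus differed with the library size chosen. The sum, however, leaves out the 23 tested genes without recovered reads, among them Cryaa, Crybb2 and most other crystallins. The 16 crystallin genes made up 65.3% of the summed FPKM in untreated Ct mice. The sum therefore misses a large part of each library, and its result is a weaker guide than that with the depth from the steps. Filters on the mean of 1 group alone, chosen after seeing the data, gave 208 lower and 225 higher genes (untreated Ct) and 167 lower and 269 higher genes (CS-exposed).

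Replicate numbers were also used as a block. Same-numbered libraries deviated together with a mean correlation across genes of 0.090, and differently numbered ones of -0.030. Same-numbered libraries come from different mice but share a low or a high Xist level. With the replicate block, 522 genes had a p value under 0.05 and 5 after adjustment, among them Gm26917.

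With a minimum of 5 FPKM in either group the SD was 0.13, and 153 genes lay beyond 2 SD (69 lower, 84 higher). Of these, 22 were among the 352 genes beyond 2 SD as reported. With the minimum of 1.0 FPKM required of untreated Ct mice alone 291 were lower and 128 higher, and with it required of CS-exposed mice alone 111 were lower and 198 higher. Across the fits that each left out 1 library, 327 to 374 genes lay beyond 2 SD, 147 to 221 lower and 139 to 194 higher. Counts of expressed genes stayed within 1.5 times those reported, from 8739 to 11063 in CS-exposed mice and from 8788 to 11078 in untreated Ct mice.

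Among named genes, Hsd17b4 ranged from -0.016 to 0.064 across the fits that each left out 1 library, Pcbd1 from -0.0012 to 0.063 and Oard1 from -0.12 to 0.054, on the log2 scale, and each changed direction there. Oard1 was at 0.054 and 0.031 in the 2 fits in which it did. Across all alternatives and named genes, 16 values crossed to a p value under 0.05, 38 crossed out of it and 576 kept their direction and side. Of the gene sets, heat shock genes crossed to an unadjusted p value under 0.05 without untreated Ct replicate 1 (0.11) and metallothionein and zinc transport genes without untreated Ct replicate 2 (0.90; exact permutation p = 0.0286 each, the smallest possible, which over 8 sets is 0.229 adjusted). With 1 library left out, crystallins ranged from -0.037 to 0.031, oxidative stress genes from -0.028 to 0.043, aryl hydrocarbon receptor targets from -0.16 to 0.12, and endoplasmic reticulum chaperones from -0.0057 to 0.071. Crystallins also changed direction with each library centred on its median (-0.0016) and with z-scored values (-0.064). The cause was not tested.

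Tests on counts with DESeq2 or edgeR, set before the data were examined, were not run. The deposited values are FPKM, and the recovered reads were tested only with limma-voom. Depth limits the genes beyond 2 SD most, with a median of 36 reads per library.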

Differences from the paper's values

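The paper reports 162 genes higher in lens FC of CS-exposed mice at a p value under 0.05, and the limma fit gave 269. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with at least 1.0 FPKM required in every library (227 genes), with each library centred on its median (239), without untreated Ct replicate 4 (231) and without CS-exposed replicate 3 (220). It was not with the other pseudocounts (267 and 268), without a minimum FPKM (457), with quantile normalization (256), eBayes without a trend (249), a robust trend (266), the replicate block (276), or any other single library left out (259 to 313). Among alternatives chosen after seeing the data, limma-voom gave 202 genes with the sum of the recovered reads as library size and 249 with depths from the steps of the FPKM values, and a minimum FPKM gave 225 when required of untreated Ct mice alone and 269 when required of CS-exposed mice alone. The 202 and 225 are within 1.5 times the paper's count, and the 249 and 269 are not. The library size behind the 202 leaves out the reads of most crystallins.

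The paper lists Col4a4, Col4a5, Col6a3 and Herc1 as differentially expressed, and in the limma fit their p values were 0.135, 0.148, 0.139 and 0.187. Alternatives set before the data were examined gave a p value under 0.05 for Col4a5 without CS-exposed replicate 3 (0.0484 in limma) and for Herc1 with eBayes without a trend (0.0406). With limma-voom on the recovered reads, chosen after seeing the values, p was 0.0472 for Col6a3 and 0.0499 for Herc1. Its first form, also chosen after seeing the values, took the sum of the recovered reads as library size, which leaves out most crystallins. The limma-voom p value was then 0.0274 for Col4a4, 0.0361 for Col4a5, 0.0313 for Col6a3 and 0.0314 for Herc1. An exact permutation test of each gene alone, added after seeing the values, gave p = 0.0286 for Herc1, and p = 0.114, 0.200 and 0.200 for Col4a4, Col4a5 and Col6a3. For Caprin2 and Gdi2, which the limma fit calls, it gave 0.0857. The directions of all 10 genes named by the paper were those of the authors' table.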

Other observations

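The tests on the number of genes with p under 0.05 across all splits, and on expression and marker genes beyond 2 SD, were set before their results were seen. All others in this part were chosen after the results were seen.

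In 22 of the 35 splits of the 8 libraries into 4 and 4, at least as many genes had a p value under 0.05 as in the real one, and the other splits gave 341 to 712 genes with a median of 492. Among the 8 splits that, like the real one, part every same-numbered pair, 4 gave as many, a number of splits too small for a share under 0.05. The others part 2 pairs (24 splits) or none (3 splits). The number of genes with an unadjusted p value under 0.05 is therefore no larger than other groupings of the same libraries give. At an adjusted p value under 0.05, 2 of the 35 splits gave as many genes, the real one and that of replicates 1 and 2 against replicates 3 and 4 of both groups (3 genes: Chm, Sepw1 and Xist). The second split follows a strong difference in Xist between these libraries, so it is no measure of what chance gives, and all the others gave 0 genes. In simulated data of this size, 52.6% of genes changed by a log2 fold change of 0.5 were recovered. The simulation changed 200 genes and gave genes of similar expression the same spread, which leaves out genes with a large spread. It therefore cannot tell whether the number of libraries explains the low count of adjusted p values.

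The SD of the log2 ratios was as large in 5 of the 35 splits, and 28 splits gave as many genes beyond 2 SD. The median expression of genes beyond 2 SD was 0.248 times that of the others, consistent with counting noise at low expression. Marker genes of other cells were also more frequent among them, 13 of 26 tested (odds ratio 27.8, Fisher's exact test, p = 9.2e-13). Of these, 9 were photoreceptor genes, out of 10 tested, all higher in CS-exposed mice. The test takes genes as independent, so it mostly restates the photoreceptor pattern. Lens epithelium gave 1 of 9, skeletal muscle 0 of 3, fibroblasts 0 of 1, blood 2 of 2 and pigment epithelium 1 of 1. RNA from other cells in some pools is a possible reason. Both explanations remain, and no biological one was tested apart from them.

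The authors' table gives 348 genes with a p value under 0.05, 186 lower and 162 higher, where a mean of at least 1.0 FPKM is required of untreated Ct mice alone, and these are the paper's numbers. Required of CS-exposed mice alone, the minimum leaves 339 genes, 147 lower and 192 higher, and required of either group 378, 186 lower and 192 higher. A filter on the control mean alone keeps genes that fall below the minimum in CS-exposed mice and drops those that rise above it. The share of lower genes was 9.7 percentage points higher with the control filter than with the CS filter in the limma fit, and 10 points higher in the authors' p values. The excess of lower genes may come from the filter. In the authors' table 2 genes with a mean of at least 1.0 FPKM in either group have an adjusted p value under 0.05, Gm26917 and the photoreceptor gene Gngt1 (the authors' adjusted p = 0.0339), named here after its values were seen.

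The 3 collagen genes of the paper had a mean log2 fold change of -0.13, and of -0.04 with the score of lens epithelium markers as a covariate. Their correlation with that score (Pearson r = 0.957, exact permutation p = 0.00052) was reached by 4 of 10000 random triples of genes of similar expression. The epithelium score itself was lower by a log2 value of -0.33 in CS-exposed mice (exact permutation test, p = 0.257). It was lower in the CS-exposed library of every same-numbered pair (2.36 against 2.77, 2.75 against 2.95, 3.18 against 3.54, 2.41 against 2.76). The mean log2 value of the 3 collagens was too. For the gene set of collagens, the exact permutation p was 0.371, and 0.125 with the replicate block, the smallest this block allows. A candidate explanation is that the pools held different amounts of epithelium. Since the epithelium score may itself respond to CS, the covariate does not tell this apart from an effect of CS.

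None of the 8 gene sets fixed beforehand had an unadjusted exact permutation p value under 0.05 (0 sets; the smallest was 0.171, for heat shock genes, with a difference of 0.08). With 4 against 4 libraries a single set among 8 cannot have an adjusted one under 0.229. Hmox1 had a log2 fold change of 0.22 (limma p = 0.004, exact permutation p = 0.0286, limma adjusted p = 0.956) and was higher in 4 of 4 CS-exposed libraries, at 341 ± 17.1 FPKM against 294 ± 24.4 FPKM (SD, n = 4 each). Dnajb1 had a log2 fold change of 0.13 (limma p = 0.0112, exact permutation p = 0.0286, limma adjusted p = 0.956), also higher in 4 of 4. Both are single genes among the members of these sets, and were singled out after their values were seen. Cyp1a1 and Cyp1a2 are listed at 0 in all libraries.

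Of the 9 genes whose proteins the paper names, 1 had a p value under 0.05. Crygb, a crystallin with close paralogs, had a log2 fold change of 0.10 (limma p = 0.0385, exact permutation p = 0.171, limma adjusted p = 0.956), opposite to the direction the paper gives for its protein, and 0.03 after quantile normalization.

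Xist was at 0.0113, 0.0057, 41.1 and 42.1 FPKM in untreated Ct replicates 1 to 4 and at 0, 0.00487, 49.0 and 41.2 FPKM in CS-exposed replicates 1 to 4. Ddx3y was at 6.79, 7.92, 2.28 and 0 FPKM, and at 7.08, 6.25, 0.0953 and 0 FPKM, in the same order. Untreated Ct replicate 3 thus had both Xist and Ddx3y, and Eif2s3y, also on the Y chromosome, was at 3.59 FPKM in it. The paper describes 2 male and 2 female replicates. Whether this pool was mixed was not tested, and it also had the highest collagen and lens epithelium scores.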
